# Translation inhibitors cause abnormalities in ribosome profiling experiments

**DOI:** 10.1093/nar/gku671

**Published:** 2014-07-23

**Authors:** Maxim V. Gerashchenko, Vadim N. Gladyshev

## Abstract

Ribosome profiling and high-throughput sequencing provide unprecedented opportunities for the analysis of mRNA translation. Using this novel method, several studies have demonstrated the widespread role of short upstream reading frames in translational control as well as slower elongation at the beginning of open reading frames in response to stress. Based on the initial studies, the importance of adding or omitting translation inhibitors, such as cycloheximide, was noted as it markedly affected ribosome coverage profiles. For that reason, many recent studies omitted translation inhibitors in the culture medium. Here, we investigate the influence of ranging cycloheximide concentrations on ribosome profiles in *Saccharomyces cerevisiae* and demonstrate that increasing the drug concentration can overcome some of the artifacts. We subjected cells to various manipulations and show that neither oxidative stress nor heat shock nor amino acid starvation affect translation elongation. Instead, the observations in the initial studies are the result of cycloheximide-inflicted artifacts. Likewise, we find little support for short upstream reading frames to be involved in widespread protein synthesis regulation under stress conditions. Our study highlights the need for better standardization of ribosome profiling methods.

## INTRODUCTION

Ribosomal profiling is a common designation for several methods that examine translation *in vivo* by characterizing mRNA transcripts engaged in interaction with active ribosomes. A key advance in this approach has recently been made by isolating mRNA fragments (‘footprints’) from actively translating ribosomes and subjecting them to high-throughput sequencing (Ribo-seq) (1). The footprints reveal the positions within mRNA occupied by translating ribosomes, allowing genome-wide quantification and analysis of translation at the level of genes and codons. In most cases, the exact codon in either A or P site of the ribosome can be determined because footprints have uniform length distribution (Figure 1).

**Figure 1.**
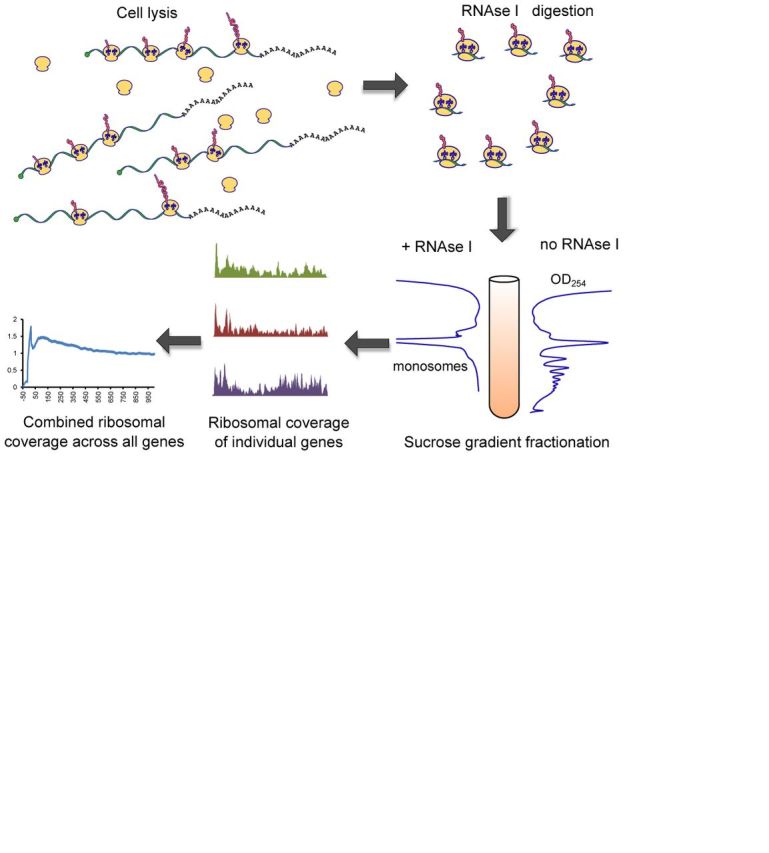
Ribosome profiling. Cell lysis releases a mixture of individual ribosomal subunits, assembled ribosomes in complex with mRNA and blank ribosomes with no RNA attached. Sucrose gradient fractionation allows separation and isolation of these components. Captured mRNA fragments are then sequenced on an Illumina platform.

Recent explosion of interest in the use of Ribo-seq to address numerous questions related to translation proved a remarkable potential of this method. Several Ribo-seq studies reported novel and unexpected features of protein synthesis in yeast and mammals. For example, the ribosome distribution along mRNA was not uniform: there was a larger fraction of ribosomes residing at the beginning of transcripts, 100–200 nucleotides downstream of the start codon in yeast, pointing to slower elongation in this region. Another novel feature attributed to translational control was the widespread use and highly increased ribosomal occupancy at short upstream open reading frames (uORF) in response to amino acid starvation (1). A study from our group showed a similar outcome under conditions of oxidative stress (2). It was also reported that ribosomal occupancy increases immediately downstream of the start codon as a function of heat shock stress in mammalian cell cultures (3). However, shortly after introducing Ribo-seq, some concerns have been raised regarding ribosome distribution on mRNA. It was suggested, that peaks of footprint densities is a result of cycloheximide-inflicted accumulation of ribosomes, when the drug is added to growing cell culture (4). In yeast, when the drug is not supplemented until cell lysis, the peaks were significantly lower, and there was not much difference in mammalian cells (5). In these studies, a side-by-side comparison of cycloheximide effects were done on unstressed cells so it leaves a question open as to how persistent these artifacts when the stress is taken under consideration.

In this study, we investigated how translation inhibition distorts footprint coverage across mRNA transcripts and demonstrated that the intensity of ribosome accumulation strongly depends both on the intensity of stress and the concentration of cycloheximide. We found no evidence of translation elongation being affected by various stress types in Ribo-seq studies.

## MATERIALS AND METHODS

Extended material and methods can be found in Supplementary Information.

### Yeast strains and growth conditions

*Saccharomyces cerevisiae* strain BY4741 was grown on YPD (Yeast extract, peptone, dextrose) agar plates for several days prior to experiments. Unless otherwise stated, the day before the experiment cells were transferred to a 50 ml flask of YPD medium and grown overnight at 30°C with shaking. A part of that culture was inoculated into 500 ml of fresh YPD at the initial OD_600_ = 0.025 and incubated at 30°C with shaking until the OD_600_ reached 0.5–0.6. If cultures were designated for cyloheximide treatment, the drug was added at the end of any additional stress-inducing incubation. Immediately after drug addition, cells were harvested by vacuum filtration on 65 um polyvinylidene difluoride (PVDF) filters (Millipore). It took exactly 5 min to collect the cells, which then were snap frozen in liquid nitrogen. If no drug treatment was needed, yeast cells were collected in the same manner, but filtration was initiated 5 min before the stress had to finish.

### Cycloheximide treatment

Concentrations of cycloheximide ranging from 1.56 to 10,000 μg/ml were used. We refer to 100 μg/ml as ‘x1’, because it was used to inhibit translation in all other studies cited in this report. Therefore, other concentrations were marked as x1/64, x1/16, x1/4, x8, x100. To achieve x8 concentration, we prepared the stock solution in dimethyl sulfoxide (DMSO). The highest possible concentration x100 was the most challenging. We first collected yeast cells by filtration, rapidly resuspended them in 5 ml of filtered YPD medium and added 5 ml of YPD with 20 mg/ml cycloheximide. This is the highest concentration possible considering drug solubility in water-based solvents. Stress conditions are listed in the Supplementary Information.

### Cell lysis and ribosome isolation

Frozen cell paste pellets were pulverized in a Mini Bead Beater (BioSpec) using stainless steel vials and chromium beads. To prevent yeast thawing, pulverization was done in multiple 10 s cycles where vials were repeatedly submerged to liquid nitrogen after each cycle. Therefore, the content of vials was kept frozen during pulverization. Note that 1 ml of ice cold lysis buffer (20 mM Tris-HCl pH 8.0, 140 mM KCl, 5 mM MgCl_2_, 1% Triton-X100, 100 μg/ml cycloheximide) was used to resuspend the pulverized cell powder. The lysates were clarified by centrifugation for 5 min. Note that 30 OD_260_ units of cell extract were treated with 600 units of RNAse I (Life Tech, Ambion) for 1 h at room temperature. The lysates were loaded on top of 10–50% sucrose gradient, prepared in the lysis buffer with no Triton. Ultracentrifugation in SW-41 Ti rotor for 3 h at 35 000 revolutions per minute and 4°C separated large ribosomal complexes from other cellular components. After fractionation in a sucrose gradient, the monosomal fraction was collected and footprints were isolated.

### Sequencing library preparation

An oligonucleotide adapter was ligated to the 3′ end of footprints. It served as an anchor to a reverse transcription primer. Reverse transcription was followed by circular ligation and polymerase chain reaction amplification of libraries prior to sequencing on the Illumina HiSeq 2000 platform.

### Footprint alignment

Bowtie software v. 0.12.7 (6) was used to align footprints to yeast genome (*S. cerevisiae* S288C genome, downloaded from SGD database with annotations). Custom Perl scripts were implemented to pre-process alignment files and plot ribosomal occupancy.

### Ribosomal occupancy distribution plot

We selected all single exon genes longer than 1000 nucleotides expressed at reads per kilobase per million (rpkm) > 30. They were aligned by start codon and coverage at every nucleotide position of every gene was averaged. The plot covers 1000 nucleotides within reading frame plus 50 nucleotides upstream of the start codon. The average coverage density of the last 300 nucleotides was used to normalize ribosome occupancy so that each profile approached the value of 1.0. We used the entire footprint sequence to calculate coverage, therefore, the profile line appears smooth. Alternatively, only 5′ or 3′ ends of footprints could be used, then the profile would be more irregular.

## RESULTS AND DISCUSSION

Published studies on ribosomal profiling of both yeast and mammalian cells have used somewhat different sample preparation methods, which complicate direct comparison. Therefore, we reproduced some treatments and stresses using budding yeast as a model organism. 

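Ribosome footprints, the mRNA fragments that ribosomes protect from RNase, were sequenced from strain BY4741 grown in YPD at 30°C (control), treated with 0.2 mM hydrogen peroxide for 30 min, or shifted to 42°C for 20 min. Each condition was profiled without cycloheximide in the medium and with 100 μg/ml of it (x1), with 1 library per condition. The authors deposited 1 average occupancy profile per library. They aligned the footprints with Bowtie, averaged the coverage of single-exon genes longer than 1000 nt from 50 nt upstream of the start codon into the reading frame, and divided it by the mean over the last 300 nt, where the deposited profiles averaged between 0.969 and 0.991. From these profiles, the start-codon peak was taken as the highest occupancy between nt -20 and 30, the broad peak as the mean occupancy from nt 31 to 200, and the upstream occupancy as the mean from nt -50 to -20. The depth behind each library was recovered from the deposited RPKM values, whose low values are whole multiples of 1 read. Without drug it came to 27.8 M reads (M, 10 to the power of 6) for the control, 10.6 M under oxidative stress and 3.504 M under heat shock. With x1 cycloheximide it came to 7.55, 5.83 and 2.93 M reads in the same order. As these conditions have no replicates, their differences were set against the x100 cycloheximide libraries, the only condition with 2 independent replicates per stress. Those 2 replicate pairs gave a pooled log2 SD of 0.42 for the start-codon peak, 0.12 for the broad peak and 0.54 for the upstream occupancy. A difference above 2 such SDs is called larger than the replicate spread here. The SD is that of single libraries and rests on 2 pairs. Calls on this basis make no allowance for the 2 libraries behind each difference, so they are a rough guide and not a test. The libraries were made with 2 primer sets. Both control libraries had primer set 1, both heat shock libraries had primer set 2, and the oxidative stress libraries had primer set 1 without drug and primer set 2 with it.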

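Gene lists fixed beforehand were used to check the stress labels on the log2(RPKM + 1) scale. Over the control without drug, the median of 10 peroxide-response genes was 4.46 higher in the peroxide-treated cells, or 3.79 when each library was centred on its median gene. The median of 10 heat shock genes was 7.93 higher in the heat-shocked cells, or 8.00 after centring. Each median lay above those of all 10000 random lists of the same size and expression level. The heat shock list also rose in the peroxide-treated cells, by 4.43, and the peroxide list in the heat-shocked cells, by 1.39. A rise of either list is thus not limited to its own stress. These values describe single libraries and carry no test.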

*S. cerevisiae* cells were tested for amino acid starvation (as in (1)), oxidative stress (as in (2)) and heat shock (as in (3)), with and without drug treatment in the culture medium. 

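With x1 cycloheximide in the medium, the broad peak of the control cells was 2.16 times the level at the end of the profile, against 1.38 without drug, a ratio of 1.57. Under oxidative stress it was 3.71 with the drug and 1.53 without, a ratio of 2.42, and under heat shock 3.51 and 1.58, a ratio of 2.22. The start-codon peak was 6.06 with the drug and 1.79 without in control cells, 11.6 and 1.85 under oxidative stress, and 13.5 and 1.41 under heat shock. All of these differences were larger than the replicate spread of the x100 libraries. The oxidative stress libraries compared here differ in primer set, whereas the control and heat shock pairs do not. The choice of window moved the ratios most. Over the last 100 nt of the window, up to nt 200, the broad peak with drug over that without was 1.25 in control cells, 1.55 under oxidative stress and 1.39 under heat shock.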

As expected, we observed a different distribution of ribosomal occupancy, wherein the broad peak downstream of the start codon decreased in the absence of the drug. 

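In the absence of the drug, the broad peak of the peroxide-treated cells was 1.11 times that of the control, and that of the heat-shocked cells 1.15 times. The corresponding ratios of the start-codon peak were 1.03 and 0.788. None of these 4 differences was larger than the replicate spread of the x100 libraries, and a change of the broad peak within 2 SDs, each a factor of 1.09, would have gone undetected. With occupancy divided by its mean from nt 31 to the end of the profile in place of its last 300 nt, the ratio of the broad peak under heat shock was 1.049. Over the last 100 nt of the window it was 1.19 and with the window extended to nt 300 it was 1.17, both larger than the replicate spread in these windows, so that the call for the broad peak under heat shock depends on the window. The control and heat shock libraries differ in primer set, so that the primer set and the stress cannot be told apart in that comparison. The highest occupancy between nt 31 and 200 was 1.49 in the control, 1.70 under oxidative stress and 1.75 under heat shock.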

Unexpectedly, there was no increase in response to stress (Figures 2A–C and 3). Apparently, none of the stress conditions tested targeted the translation elongation step.

**Figure 2.**
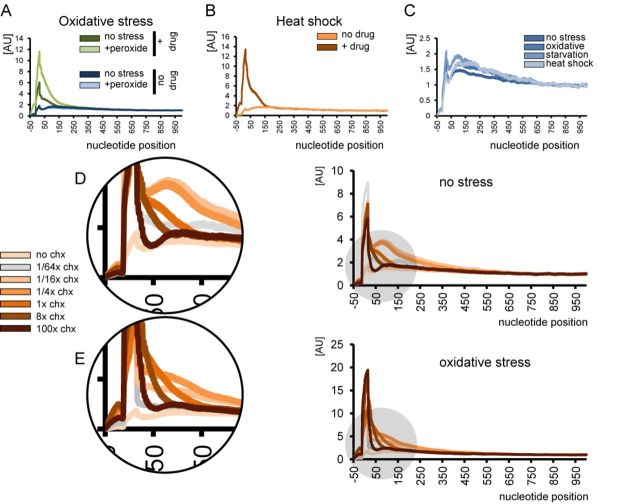
Ribosomal occupancy profiles and the effect of stress and drug treatment. (A) Control yeast cells and cells treated with hydrogen peroxide (0.2 mM) in the presence or absence of 100 μg/ml cycloheximide in the media. Nucleotide position count is relative to start codon. (B) Ribosome occupancy profiles of yeast cells undergoing heat shock (42°C, 20 min). The peak appears only when cycloheximide is added to the medium. (C) None of the three tested stress types lead to a significant increase of ribosomes at the 5′ proximities of reading frames in the absence of cycloheximide. Refer to Figure 3A and B for additional details on amino acid starvation. (D and E) Concentration of cycloheximide in the medium affects the shape of the profile, pointing to a passive diffusion model of cycloheximide entering live cells. Cells were grown in YPD medium in the absence of stress (D) or subjected to oxidative stress (0.2 mM hydrogen peroxide, 30 min) (E). Cycloheximide concentration does not immediately reach the threshold, under which all ribosomes are inhibited with 100% efficiency, instead increasing gradually. Therefore, following the treatment some ribosomes initiating translation continue protein synthesis until they encounter the drug, leading to a broad cumulative peak in the ribosomal occupancy profile.

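Between nt 31 and 200, the highest occupancy of the heat-shocked cells was 7.53 at nt 33 when cycloheximide was in the medium, on the falling side of the start-codon peak. Without the drug it lay at nt 195, near the end of this window. The start-codon peak was 9.53 times as high with the drug as without it, and both heat shock libraries were made with primer set 2.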

**Figure 3.**
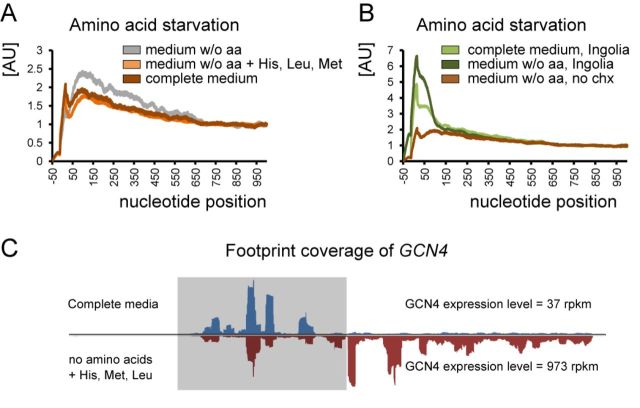
In-depth investigation of amino acid starvation and changes in the ribosomal profile. (A) Repeating the experiment as was done in (1) but without cycloheximide pre-treatment still leads to a slightly different ribosomal occupancy profiles (gray and dark brown lines on the graph). However, the yeast strain BY4741, used in that study is auxotroph in histidine, leucine and methionine, which are used as selective markers. Depletion of culture medium of all amino acids cannot be considered as starvation, because the lack of three essential amino acids will lead to cell death rather than to metabolism switching toward synthesis of its own amino acids. Therefore, we supplemented the medium without amino acids with normal levels of His, Met and Leu. As a result, the difference in ribosomal profiles between starved and non-starved conditions disappeared. Thus, amino acid starvation does not cause the accumulation of ribosomes at the beginning of ORFs or uORFs. The only scenario when this accumulation was observed is the absolute lack of the essential amino acids, leading to ribosome stalling at corresponding codons. This is a very extreme case, which has little in common with regulation *per se*. (B) Ribo-seq data published in (1) were processed with our analytical approaches (cycloheximide was present in the culture medium). Brown line is based on our experiment (same as in Figure 3A). (C) Footprint coverage of *GCN4* in response to amino acid stress derived from our experiments.

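Amino acid starvation was profiled in 3 libraries without cycloheximide in the medium, 1 per condition. SD medium is a synthetic medium with amino acids and other supplements. Cells grown in it were compared with cells moved for 20 min to medium without amino acids. That medium held only the nitrogen source and glucose, so the other supplements were left out too. It was used either as such or with histidine, methionine and leucine added back. The libraries came to 9.67, 1.92 and 5.64 M reads in this order. The first was made with primer set 1, as was the library without amino acids, and the library with the 3 amino acids added back with primer set 2. The profiles and the RPKM values were made by the authors as for the other libraries. A list of 10 amino acid synthesis genes fixed beforehand served as a check of the labels. Its median on the log2(RPKM + 1) scale rose by 3.08 without amino acids, with 8 of the 10 genes higher, and by 2.69 with histidine, methionine and leucine, with 10 of 10 higher. With each library centred on its median gene, these changes were 2.12 and 2.20. Starvation did not raise this list alone. The heat shock list rose by 3.17 without amino acids, more than the amino acid synthesis list, and by 1.82 with the 3 amino acids. Over the control without drug, the amino acid synthesis list changed by 0.48 under oxidative stress and by -0.49 under heat shock.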

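The RPKM table lists LEU2 (YCL018W) and MET17 (YLR303W), genes of leucine and methionine synthesis, at 0 in all 23 libraries. URA3 (YEL021W), a gene of uracil synthesis, is likewise listed at 0 in all of them. HIS3 (YOR202W), a gene of histidine synthesis, is not: it had between 17.5 and 507 RPKM with a median of 76.3, and its highest value was in SD medium without amino acids. Footprints on HIS3 do not show that its reading frame is intact. These values therefore do not speak against the histidine auxotrophy that the paper states.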

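The broad peak was 1.59 in complete SD medium and 2.14 in SD medium without amino acids, a ratio of 1.35 that was larger than the replicate spread of the x100 libraries. With histidine, methionine and leucine it was 1.76, a ratio of 1.11 to complete medium that was not, although this pair of libraries differs in primer set. With occupancy divided by its mean from nt 31 to the end of the profile, the ratio without amino acids was 1.13, which is within the replicate spread above and only just larger than the spread under that normalization (log2 ratio 0.178, pooled SD 0.0885). The start-codon peak was 1.92 in complete medium, 1.43 without amino acids and 2.09 with the 3 amino acids. Read by eye from Fig. 3A, it is about 2.1 in complete medium and about 1.9 with the 3 amino acids, the opposite order. The ratios given here therefore depend on the labels of the deposited columns. From the loss of the difference once histidine, methionine and leucine were supplied, the paper concludes that amino acid starvation does not make ribosomes accumulate at the beginning of reading frames, and it attributes the accumulation without them to ribosomes stalling at the codons of the lacking amino acids.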

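GCN4 (YEL009C), the transcription activator of amino acid synthesis genes, had 37.1 RPKM in complete SD medium and 973 RPKM in medium without amino acids to which histidine, methionine and leucine were added, which is 26.2 times as high. These values correspond to 269 and 4116 reads, and their 95% Poisson intervals, which cover counting error only, were 32.8 to 41.9 and 943 to 1003 RPKM. On the log2(RPKM + 1) scale the difference was 4.67, and with a pseudocount of 10 it was 4.38. The deposited values cover the reading frame and do not include the upstream reading frames of GCN4.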

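The dose series comprised 16 libraries from cells in YPD, 8 unstressed and 8 treated with 0.2 mM hydrogen peroxide. The drug was absent or present at 6 doses between x1/64 and x100 of the conventional 100 μg/ml. Only x100 had 2 replicates per stress, which were averaged, and the other doses had 1 library per stress. The drug-treated libraries had 2.02 to 15.3 M reads in unstressed cells, with a median of 7.55 M, and 2.42 to 15.5 M under oxidative stress, with a median of 6.66 M. The shallowest in both stresses was the x1/64 library. For x100 the cells were filtered before the drug was added, and for x8 the drug was dissolved in DMSO, so these doses also differ in handling. The libraries of both stresses shared a primer set at 5 of the 7 doses, while at x1 and x8 the unstressed library had primer set 1 and the oxidative stress library primer set 2. Each dose was taken as 1 pair of libraries, and the mean log2 ratio of oxidative stress over unstressed was tested by flipping the sign of each dose's ratio in all possible ways, an exact two-sided permutation test whose smallest p over 7 doses is 0.016. Relations with the logarithm of the dose were tested over the 6 doses with drug by Pearson's r and Spearman's rho with exact two-sided permutation p-values, adjusted by Benjamini-Hochberg over the 4 relations examined.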

To examine in more detail how the drug influences the ribosomal distribution, we performed a series of experiments with the cycloheximide concentrations ranging from 1.56 to 10 000 μg/ml in the medium. Normal and oxidative stress conditions were chosen for a side-by-side comparison. 

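The broad peak of unstressed cells was 2.11 at x1/64, 3.32 at x1/16, 3.11 at x1/4, 1.88 at x8 and 1.75 ± 0.177 (SD, n = 2) at x100. Under oxidative stress it was 2.18 at x1/64, 3.57 at x1/16, 4.45 at x1/4, 2.95 at x8 and 2.09 ± 0.139 (SD, n = 2) at x100. The position of the highest occupancy between nt 31 and 200 in unstressed cells was nt 81 at x1/16, nt 33 at x1 and nt 96 and 108 in the x100 replicates. The start-codon peak of unstressed cells was 8.95 at x1/64, 7.39 at x1/16, 6.65 at x1/4, 7.13 at x8 and 5.98 ± 0.209 (SD, n = 2) at x100. Under oxidative stress it was 8.403, 10.3, 10.0, 18.3 and 15.1 ± 6.05 (SD, n = 2) at the same doses. A monotonic relation of the broad peak with the dose was not detected. In unstressed cells r was -0.640 (exact permutation p = 0.176, adjusted 0.353) and rho -0.657 (p = 0.175, adjusted 0.322). Under oxidative stress r was -0.280 (exact permutation p = 0.572, adjusted 0.572) and rho -0.257 (p = 0.658, adjusted 0.658). Without the x1/64 and x100 doses, which lie farthest from the median dose, r was -0.957 and -0.637 over the 4 doses left. In unstressed cells these 4 doses all had primer set 1, so that the value within this set is that r (exact permutation p = 0.0417, the smallest that 4 doses allow, adjusted 0.0833). Under oxidative stress the 4 doses with primer set 2 (x1/64, x1, x8 and x100) gave r of -0.0193 (exact permutation p = 1, adjusted 1). These values within a set were examined after the data were seen. Of the alternatives, leaving out these 2 doses moved both relations most.

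**Figure D1:**
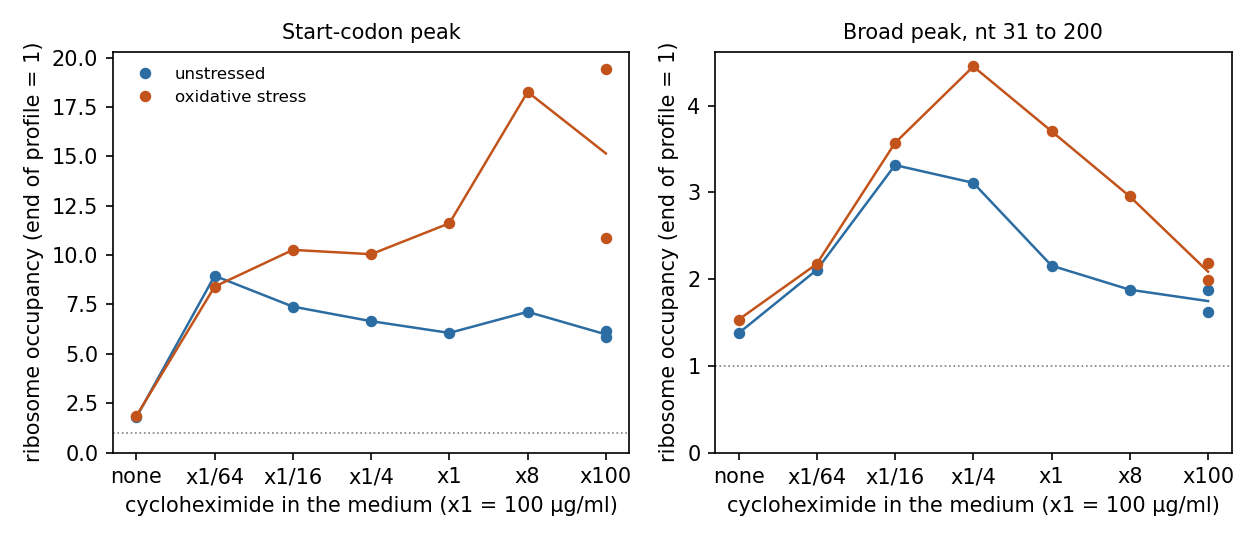
Start-codon peak (left) and broad peak (right) of unstressed (blue) and peroxide-treated (orange) cells at each cycloheximide dose, in occupancy relative to the end of the profile (dotted line). Points are libraries and lines join the means of each dose; the broad peak was highest at x1/16 in unstressed cells (3.32) and at x1/4 under oxidative stress (4.45).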

The shape of the occupancy peak was not constant (Figure 2D and E). 

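The broad peak under oxidative stress was 1.03 times that of unstressed cells at x1/64, 1.08 times at x1/16, 1.43 at x1/4, 1.72 at x1, 1.57 at x8 and 1.19 at x100. The 4 pairings of the x100 replicates gave ratios between 1.06 and 1.35. Over all 7 doses the mean log2 ratio was 0.36, with 7 of 7 doses higher under stress (exact permutation test, p = 0.016, the smallest this design allows). For the start-codon peak the ratio was 0.939 at x1/64, 1.39 at x1/16, 1.51 at x1/4, 1.92 at x1, 2.56 at x8 and 2.53 at x100, where the 4 pairings gave 1.77 to 3.33. Its mean log2 ratio was 0.67, with 6 of 7 doses higher (exact permutation test, p = 0.0469). Over the 6 doses with drug alone it was 0.77 (exact permutation test, p = 0.063), no longer past the threshold of 0.05. At the 5 doses whose libraries share a primer set, the mean log2 ratio was 0.22 for the broad peak and 0.47 for the start-codon peak, and 5 doses cannot give a p under 0.063. The ratio of the broad peak had no detected monotonic relation with the dose, with r of 0.406 (exact permutation p = 0.413, adjusted 0.55) and rho of 0.6 (p = 0.242, adjusted 0.322). Its values rose up to x1 and fell from there to x100. Such a course is not what r and rho test for, so they do not speak against it. The pairings at x100 included the drug-free ratio of 1.11. The ratio of the start-codon peak rose with the dose, with r of 0.943 (exact permutation p = 0.00833, adjusted 0.0333) and rho of 0.943 (p = 0.0167, adjusted 0.0667). Without the doses farthest from the median dose, r was 0.988 over 4 doses. The highest of these, x1 and x8, are those whose libraries differ in primer set, so dose and primer set are not told apart there. Without oxidative stress x100 replicate 2, r was 0.778 (exact permutation p = 0.0667, adjusted 0.267), so that 1 library decides whether the relation passes the threshold.

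**Figure D2:**
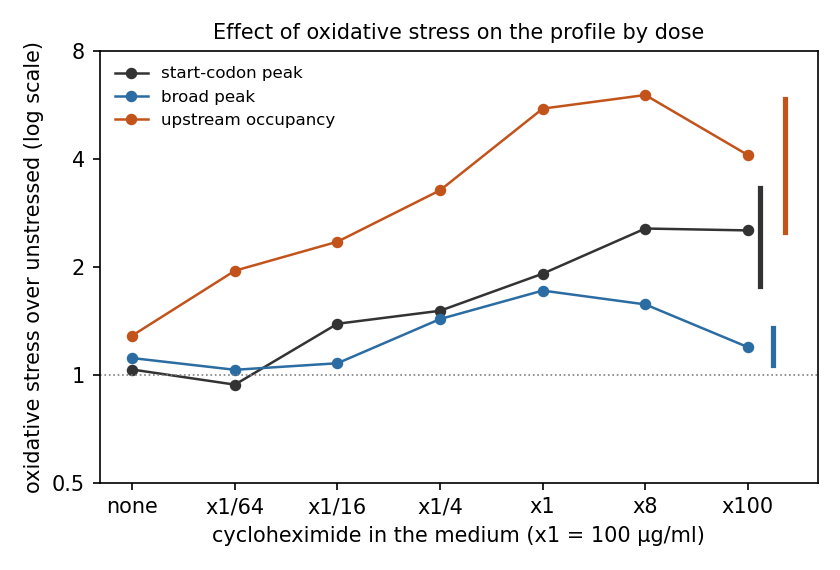
Ratio of peroxide-treated over unstressed cells for the start-codon peak, the broad peak and the upstream occupancy at each cycloheximide dose, on a log axis. Bars beside x100 span the 4 pairings of the replicates; the ratio of the broad peak was highest at x1 (1.72), while that of the start-codon peak was 2.53 at x100.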

The most important observation was the disproportionate increase in ribosomal occupancy under stress that was completely reversed by elevated concentrations of translation inhibitor. 

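Between no drug and x1, the broad peak rose by 0.780 in unstressed cells, by 2.17 under oxidative stress and by 1.93 under heat shock, in units of the level at the end of the profile. The rises under stress exceeded that of unstressed cells by more than 2 pooled SDs of the x100 replicates, which was 0.159 on this scale. The start-codon peak rose by 4.27, 9.76 and 12.0 in the same order. With a pooled SD of 4.28 for this peak, the larger rises under stress were not beyond the replicate spread on this scale. On the log2 scale the start-codon peak rose by 1.76, 2.65 and 3.25, and the larger rises under stress did exceed that of unstressed cells by more than 2 of the log2 SDs of the x100 replicates, without allowance for the 4 libraries behind each such difference. The call for this peak thus depends on the scale.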

In other words, the artifactual input resulting from 100 μg/ml cycloheximide treatment was not constant and was highly dependent on stress intensity.

These observations point to a passive diffusion model of cycloheximide entering live cells. The drug diffuses in a concentration-dependent manner, e.g. it takes up to 2 min to reach the equilibrium between the ‘in’ and ‘out’ cycloheximide concentrations (7,8). The data further suggest that the cycloheximide concentration does not immediately reach the threshold, under which all ribosomes are inhibited with 100% efficiency, instead increasing gradually. Therefore, following the treatment some ribosomes initiating translation continue protein synthesis until they encounter the drug, leading to a broad cumulative peak in the ribosomal occupancy profile. 

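The area between the profile and a level of 1 from nt 31 to 300 was 242 (occupancy times nt) in unstressed cells with x1 cycloheximide, 528 under oxidative stress and 475 under heat shock. Without the drug it was 93.6, 140 and 154 in the same order. At x1/4 the area was 459 in unstressed cells and 736 under oxidative stress. At x100 the replicates gave 222 and 157 in unstressed cells and 243 and 263 under oxidative stress. From the change of the profile with the dose, the paper proposes that cycloheximide enters cells by passive diffusion and that the ribosomes which initiate meanwhile go on translating until they meet the drug.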

The area under the peak is increased under conditions of acute stress, which leads to a steep decrease in the translation initiation rate, supposedly increasing the ratio of initiating/elongating ribosomes. Thus, the effect of drug treatment becomes more pronounced and reflects stress intensity rather than being a feature of translation (Figures 2 and 3).

Based on Ribo-seq data, several studies proposed that an enrichment of ‘slow’ codons right after the start codon is responsible for the general decrease in elongation rate (9,10). A recent *in silico* study questioned this hypothesis, but still viewed the peak of ribosomal occupancy as a feature of translation in eukaryotes (11). Our data, however, suggests complete departure from the slow translation model, as the increase in ribosomal occupancy at the 5′ proximities of genes is dramatically less prominent than previously thought. 

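In the 8 libraries made without cycloheximide in the medium, occupancy at nt 300 was still between 1.24 and 1.83 times the level at the end of the profile, with a median of 1.43. A running mean over 30 nt, followed from nt 200 on, fell below 1.1 for the first time between nt 496 and 667, with a median of nt 616.5. The x100 replicates differed by an SD of 35.4 nt in this measure. Each profile averages about 1 near its end because it was divided by its own mean there. A falling profile thus passes 1.1 before or within that part, however far the slope truly reaches. The upper end of the range is therefore largely set by the normalization. These positions describe the fall relative to the end of the profile and cannot show a slope that goes on farther. The shortest extent, that of unstressed cells in YPD, was nt 377 with a level of 1.2 and nt 621 with a level closer to 1.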

Consistent with other observations (12,13), there was only a residual slope, descending more than 300 nucleotides downstream of the start codon, implying a limited influence of a ramp of rare codons or other factors. In addition, stress does not change the ribosomal distribution (Figure 2). Therefore, we think that the degree of ribosome accumulation is not sufficient to regulate translation and does not play a notable role in stress response.

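Without the drug, the running mean fell below 1.1 at nt 580 under oxidative stress and at nt 620 under heat shock. Both positions were farther from the start codon than in the control by more than 2 SDs of the x100 replicates. They are relative to the end of each profile, as above. Other drug-free libraries of unstressed cells covered a similar range, with nt 578 in complete SD medium and nt 632 and 613 with edeine and aurintricarboxylic acid in the lysis buffer. Occupancy at nt 300 was 1.42 under oxidative stress and 1.44 under heat shock. From the small residual slope and its profiles under stress, the paper reasons that ribosomes do not accumulate enough at the beginning of reading frames to regulate translation.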

Mammalian cells typically show no broad peak in the absence of stress regardless of drug treatment (5). However, heat shock and proteotoxic stress increase ribosomal occupancy in the presence of the drug (3,14). By analogy with yeast, this could be an artifact, and additional profiling experiments should bring clarity on this issue. The reason the effect is more prominent in yeast is the presence of thick cell wall serving as an additional barrier for passive diffusion. There are certain obstacles with omitting drug treatment in mammalian cell cultures, for they typically grow attached to flask surface. Unlike rigid yeast cells, mammalian cells cannot be subjected to harsh mechanical interventions without losing cell integrity. Therefore, we recommend using a higher concentration of cycloheximide or any other translation inhibitor while performing ribosome profiling experiments in cell culture. However, since our study was conducted solely using a yeast model, we cannot be certain whether the observations made in (3,14) are artifactual. Considering similarity and conservation of translation machinery between yeast and mammals it seems reasonable to utilize Ribo-seq experiments with ranging cycloheximide concentrations to determine if the translation elongation slowdown persists or not.

Another finding in our study relates to the abundance and characteristics of uORFs. It has been shown that amino acid starvation leads to a significant increase in ribosome occupancy at uORFs (1). A similar behavior was reported for meiosis and oxidative stress (2,15). However, Ribo-seq carried out without cycloheximide treatment revealed no evidence for a general increase in uORFs regardless of stress type (Figure 4A and B). 

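The deposited profiles include the last 50 nt upstream of the start codon, averaged over genes. The upstream occupancy from nt -50 to -20 is another measure than the share of footprints in 5′ UTRs shown in Figure 4, since it does not reach farther upstream and takes no account of upstream reading frames. Without cycloheximide in the medium it was 0.107 in control cells, 0.138 under oxidative stress and 0.103 under heat shock, which is 1.29 and 0.956 times the control. In the starvation experiment it was 0.127 in complete SD medium, 0.121 without amino acids and 0.154 with histidine, methionine and leucine. The ratios of oxidative stress and heat shock to the control were not larger than the replicate spread of the x100 libraries, whose pooled SD corresponds to a factor of 1.46. With occupancy divided by its mean from nt 31 to the end of the profile, the ratios were 1.21 and 0.874.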

A typical cycloheximide treatment provides plenty of time for free ribosomes to initiate translation and get stalled at the start codon by cycloheximide. In other words, an increase in uORF occupancy during stress co-occurs with the accumulation of footprints at the beginning of regular ORFs, it is likely artifactual and depends on stress intensity. 

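With x1 cycloheximide, the upstream occupancy was 2.23 times that without drug in unstressed cells, 9.60 times under oxidative stress and 15.5 times under heat shock, each beyond the replicate spread. With occupancy divided by its mean from nt 31 to the end of the profile, the ratio in unstressed cells was 1.92 and no longer beyond it. The ratio of oxidative stress to unstressed was 1.95 at x1/64, 2.35 at x1/16, 3.28 at x1/4, 5.54 at x1, 6.05 at x8 and 4.11 at x100, where the 4 pairings of replicates gave 2.51 to 5.91. The mean log2 ratio over 7 doses was 1.63, higher under stress at 7 of 7 (exact permutation test, p = 0.016), and 1.26 over the 5 doses that share a primer set. This ratio went with that of the start-codon peak across the 7 doses, with r of 0.891 (exact permutation p = 0.0101, adjusted 0.0202 over the 2 relations examined) and rho of 0.929 (p = 0.00675, adjusted 0.0135). Without the 2 doses whose ratio of the start-codon peak was farthest from the median, r was 0.905. With the ratio of the broad peak, r was 0.827 (exact permutation p = 0.0294, adjusted 0.0294) and rho 0.821 (p = 0.0341, adjusted 0.0341), and r was 0.570 without the 2 farthest doses. Both relations were examined only after the ratios had been seen. Too few of these doses lie within either single primer set for a value within it. The relations were not examined over the 5 doses whose libraries share a primer set, so primer set is not excluded. From the joint increase at upstream reading frames and at the beginning of regular ones, the paper proposes that the former is an artifact that depends on stress intensity.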

In our opinion, there is no general trend supporting the use of uORFs in hundreds of genes in response to stress, although certain genes do depend on this type of regulation, such as *GCN4* transcription factor (Figure 3C). It should be noted, however, that the methodology of sample preparation in published studies, as well as in our current study, could also be criticized. For instance, there might be a run-off of ribosomes from uORFs the moment the lysis buffer is added to frozen pulverized cells. The rate of translation in eukaryotic cells is more than six codons per second, therefore, even a split second before the cycloheximide hits the ribosome could be sufficient to deplete footprints from uORFs. As true as it is in case of uORFs, it has to be true with regular protein-coding ORFs. On the other hand, we always observed a peak right at the start AUG codon, no matter how the sample is treated and processed. 

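In all 23 profiles the highest occupancy near the start codon lay at nt 14 or 15, counted from the A of the AUG as nt 0. In the 8 libraries without cycloheximide in the medium, this peak was 1.205 to 1.76 times the lowest value between it and nt 60, with the lowest ratio in SD medium without amino acids. In the 15 libraries with the drug it was 1.895 to 9.73 times that value. The profiles average coverage over the whole footprint, so a peak at a position combines all footprints that cover it.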

We would like to emphasize that our study does not deny the existence of multiple uORF in a yeast genome. The extent of their participation in stress response is what we think has been overestimated. We suggest stricter experimental criteria to be applied in order to consider the footprints coming from uORFs genuine. Although we favor the hypothesis that uORFs are not stress-inducible in general, the experiments presented in this study do not inevitably exclude previously published observations. Our study rather illustrates the uncertainty of Ribo-seq generated data when it comes to addressing 5′ terminal translation events.

**Figure 4.**
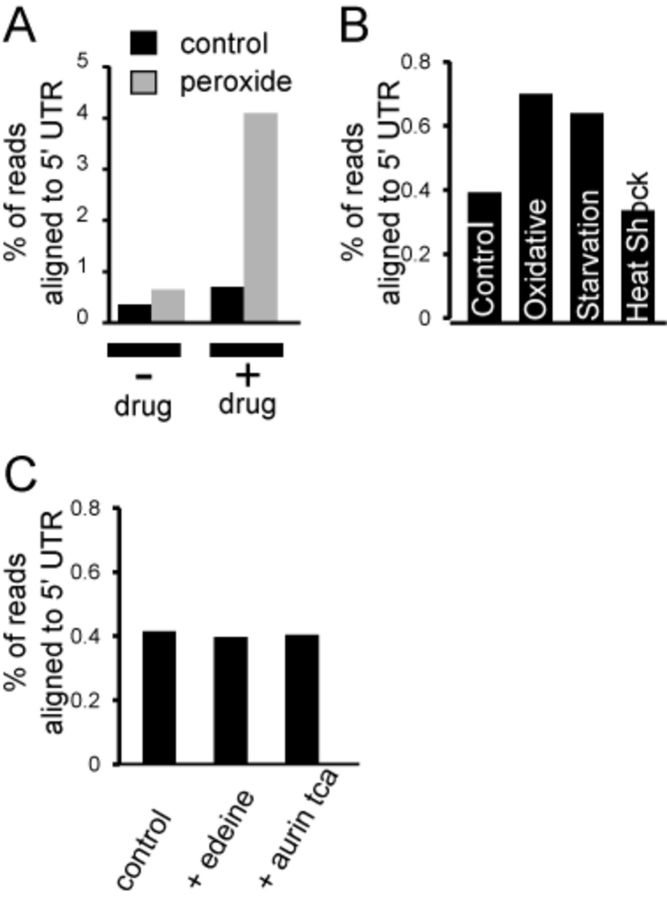
uORF and 5′ UTR coverage in ribosome profiling experiments. (A) There is a dramatic difference in cumulative 5′ UTR occupancy if cycloheximide treatment is omitted. (B) None of the three examined stresses significantly increase 5′ UTR ribosomal occupancy. Although oxidative stress and amino acid starvation do slightly increase 5′ UTR occupancy, the effect is minimal compared to what was previously found (1,2). (C) Addition of translation initiation inhibitors does not affect cumulative ribosomal occupancy at the 5′ UTR.

The lysis buffer composition should not allow elongation due to a higher than optimal concentration of magnesium and presence of cycloheximide. However, it leaves the possibility that small and large ribosomal subunits spontaneously assemble at upstream AUG codons, contributing to the pool of uORF footprints. We excluded this scenario by preventing ribosomal assembly in cell lysates. Neither the presence of edeine which blocks joining of 60S and 40S subunits (16), nor aurintricarboxylic acid, a general inhibitor of protein-RNA interactions (17), in the lysis buffer affected the share of footprints from 5′ untranslated regions (UTRs) (Figure 4C). This information should be useful for those who use Ribo-seq *in vitro* for studying translation mechanics in cell-free lysates.

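Edeine and aurintricarboxylic acid were each tested in 1 library of unstressed cells in YPD without cycloheximide in the medium, with 2.54 and 6.91 M reads. Both libraries and the untreated one they were compared with were made with primer set 1. The upstream occupancy from nt -50 to -20 was 0.128 with edeine and 0.111 with aurintricarboxylic acid, 1.197 and 1.03 times that of the untreated library. Neither difference was larger than the replicate spread of the x100 libraries. A change within 2 SDs, each a factor of 1.46, would have gone undetected with 1 library per inhibitor. The ratio for edeine was 1.052 with occupancy divided by its mean from nt 31 to the end of the profile. This measure does not cover the whole 5′ UTR, nor the last nucleotides before the start codon. From the lack of an effect of either inhibitor, the paper concludes that subunits assembling at upstream AUG codons in the lysate do not account for the footprints there.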

One of the advantages of Ribo-seq as well as other sequencing applications is its remarkable sensitivity and dynamic range. But that also requires us to deal with peculiarities in footprint coverage, which may be hard to interpret. Above, we presented an alternative view on 5′ UTR translation and, finally, would like to discuss an additional source of uORF-aligned footprints that does not come from an *in vivo* system. While studying translation in cell-free lysates, we examined to which extent the small ribosomal subunit can bind mRNA and produce footprints. There is not much evidence in the literature that a complex of mRNA with the small subunit is stable enough to withstand sucrose gradient fractionation. Nevertheless, we made an attempt to isolate such complexes and sequence footprints from them. Yeast lysates were treated with 1 mM puromycin in the presence of 500 mM KCl (Figure 5A). These conditions were previously reported to break apart ribosomal subunits (18). The small ribosomal subunit was separated by ultracentrifugation in a sucrose gradient; footprints were isolated and sequenced. The total number of footprints was small, just a fraction of a percent of all reads, coming from ribosomal rRNA contaminants (Figure 5B). Surprisingly, most of these footprints covered AUG start codons and were slightly shorter than normal footprints from 80S monosomes (Figure 5C–E). We cannot be sure the footprints come solely from the small subunit or also from reassembled full ribosomes that could still be present at low levels in our samples. Nevertheless, the finding demonstrates that dynamic binding of ribosome subunits to mRNA occurs in lysates. This process clearly involves 5′ UTRs, but not 3′ UTRs, and has to be taken into consideration when examining uORF translation.

**Figure 5.**
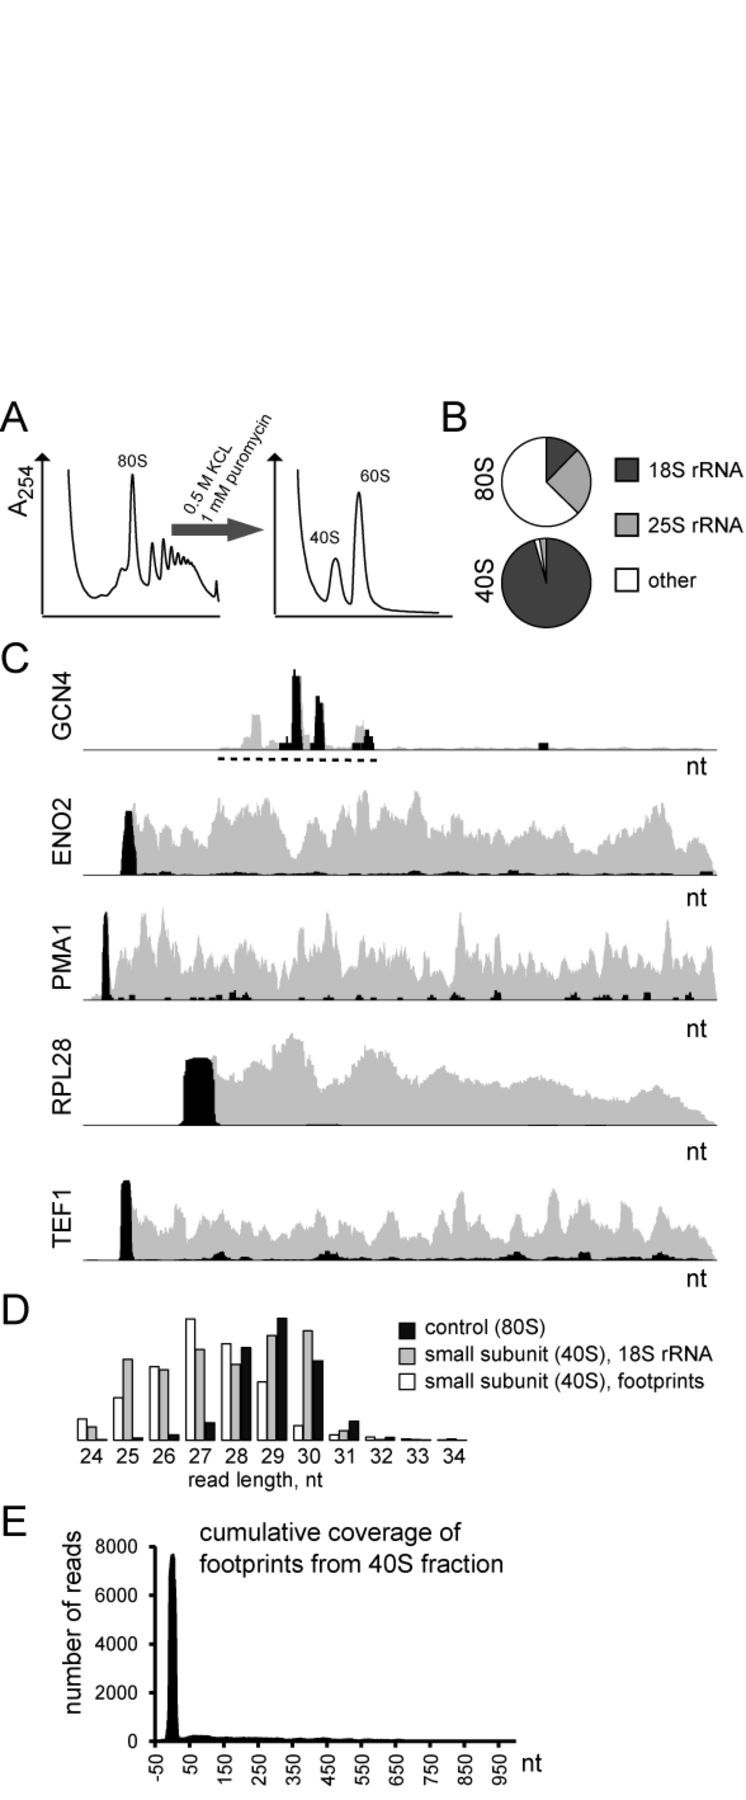
Ribo-seq of the small ribosomal subunit. (A) Dissociation of monosomes and polysomes into subunits. Fractions corresponding to the 40S small ribosomal subunit were collected for sequencing. (B) Shares of reads aligned to 18S and 25S rRNAs in Ribo-seq samples. The upper chart shows typical shares of reads in 80S fraction in control cells (YPD media, log growth phase, no stress, no cycloheximide pretreatment), and the lower shares of reads in the 40S fraction. Although not precisely quantitative, it gives an estimation of 40S fraction impurity. The ‘other’ category combines footprints and unaligned reads. (C) Representative footprint coverage profiles from normal Ribo-seq (gray) and 40S fraction (black). The dashed line marks the location of the *GCN4* uORFs. (D) Footprint length distribution in 80S and 40S fractions. Reads aligned to 18S rRNA are given as a size selection control for 40S fraction. Note: each distribution class has its own scale. (E) Cumulative coverage of footprints derived from 40S fraction. No normalization was applied prior to graph plotting. All genes regardless of their length were aligned by their start codon.

In conclusion, we show that slow uptake of a translation inhibitor by live cells is the major cause of ribosomal accumulation at the beginning of coding in response to stress. We recommend avoiding pre-treatment of cell cultures with cycloheximide or other translation inhibitors, so that post-transcriptional regulation is not perturbed. Alternatively, if omitting the inhibitor is not an option, its concentration has to be as high as possible. During stress, the artifactual ribosomal distribution changes disproportionally, reflecting stress intensity rather than adaptation at the level of protein synthesis. Despite the fact that our experiments were conducted on yeast cells, the basic principles of cycloheximide diffusion into a cell should also apply to mammalian cells. Therefore, increasing concentrations of elongation inhibitors has to be tested prior to concluding on the elongation slowdown inflicted by stress or other experimental treatment. Our alternative point of view regarding uORF translation illustrates that Ribo-seq in its current state leaves too much room for speculation on the extent of their involvement in regulation. The problem is complicated by the short length of uORFs, that greatly decreases reproducibility of quantitative measurements presented as rpkm. The latter is apparent from various published Ribo-seq data sets—the full-sized protein ORFs display nearly perfect correlations between the replicates, whereas short uORFs show significant variation in expression. The Ribo-seq experimental design may need significant improvement to exclude ribosomal run-off and run-on in 5′ UTRs and to increase statistical power.

## Supplementary Material

Supplementary Data Click here for additional data file.

## Data Availability

Sequencing data have been deposited to the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE59573

# Supplementary material for: Translation inhibitors cause abnormalities in ribosome profiling experiments
**Source:** Nucleic Acids Res. 2014 Jul 23;42(17):e134. doi: 10.1093/nar/gku671
**Supplement:** Supplementary Data

## Materials and methods (Extended)

*Cells and treatments.* *Saccharomyces cerevisiae* strain BY4741 was grown on YPD agar plates for several days prior to experiments. Unless otherwise stated, the day before the experiment cells were transferred to a 50 ml flask of YPD medium and grown overnight at 30 °C with shaking. A part of that culture was inoculated into 500 ml of fresh YPD at the initial OD<sub>600</sub> = 0.025 and incubated at 30 °C with shaking until the OD<sub>600</sub> reached 0.5-0.6. If cultures were designated for cycloheximide treatment, the drug was added at the end of any additional stress-inducing incubation. Immediately after drug addition, cells were harvested by vacuum filtration on 65 µm PVDF filters (Millipore). It took exactly 5 min to collect the cells, which then were snap frozen in liquid nitrogen. If no drug treatment was needed, yeast cells were collected in the same manner, but filtration was initiated 5 min before the stress had to finish (see below).

*Cycloheximide treatment.* Concentrations of cycloheximide ranging from 1.56 to 10,000 µg/ml were used. We refer to 100 µg/ml as "x1", because it was used to inhibit protein translation in all other studies cited in this report. Therefore, other concentrations were marked as x1/64, x1/16, x1/4, x8, x100. For low concentrations, we used a stock solution in water. To achieve x8 concentration, we prepared the stock solution in DMSO. The highest possible concentration x100 was the most challenging. We first collected yeast cells by filtration, rapidly resuspended them in 5 ml of filtered YPD medium and added 5 ml of YPD with 20 mg/ml cycloheximide. This is the highest concentration possible considering drug solubility in water based solvents. Treatment with x100 concentration of cycloheximide was independently repeated two times and produced nearly identical traces of ribosome occupancy (Fig. S1).

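The unstressed x100 replicates had start-codon peaks of 6.13 and 5.84 and broad peaks of 1.87 and 1.62. Under oxidative stress the start-codon peaks were 10.9 in replicate 1 and 19.4 in replicate 2, a factor of 1.79, while the broad peaks were 1.99 and 2.19. The upstream occupancy of the oxidative stress replicates was 0.344 and 0.721, a factor of 2.098. The libraries had 15.3 and 13.5 M reads in unstressed cells and 15.5 and 11.6 M under oxidative stress, all with primer set 2. Across genes with a mean of at least 10 RPKM, log2(RPKM + 1) of the replicates correlated with r of 0.993 in unstressed cells (3658 genes) and 0.981 under oxidative stress (4293 genes), although genes are not independent replicates. The SD of the log2 difference was 0.22 and 0.34. Against counting error alone, the read counts recovered from RPKM gave a chi-square per gene of 16.7 in unstressed cells and 59.2 under oxidative stress. Variation between independent cultures adds to that error, so the excess does not bear on how alike the traces are. Without the filter the correlations were 0.995 and 0.987, the larger move in unstressed cells, and with a filter at 30 RPKM they were 0.991 and 0.974, the larger move under oxidative stress.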

*Oxidative stress.* To induce oxidative stress, cells were treated with 0.2 mM hydrogen peroxide. Cell culture was incubated for 30 min at 30 °C with shaking before harvesting.

*Amino acid starvation.* Yeast cells were cultured in SD medium instead of YPD. This medium consists of YNB (nitrogen source), CSM (amino acids plus other supplements) and glucose as a carbon source. When the OD<sub>600</sub> reached 0.5-0.6 units, cells were harvested by filtration and transferred to a new flask of pre-warmed medium containing YNB and glucose only. After 20 min incubation, cells were harvested by filtration again and snap frozen. In some cases, leucine, histidine, methionine and uracil were supplemented individually (Figure 3A).

*Heat shock.* Upon reaching the OD<sub>600</sub> of 0.5-0.6 in YPD, cells were harvested by filtration and transferred to a new flask of YPD preheated to 42 °C. Incubation lasted 20 min, then cells were harvested again by the same method and frozen.

*Cell lysis and ribosome isolation.* Frozen cell paste pellets were pulverized in a Mini Bead Beater (BioSpec) using stainless steel vials and chromium beads. To prevent yeast thawing, pulverization was done in multiple 10 seconds cycles where vials were repeatedly submerged to liquid nitrogen after each cycle. Therefore, the content of vials was kept frozen during pulverization. 1 ml of ice cold lysis buffer (20 mM Tris-HCl pH 8.0, 140 mM KCl, 5 mM MgCl<sub>2</sub>, 1% Triton-X100, 100 µg/ml cycloheximide) was used to resuspend the pulverized cell powder. The lysates were clarified by centrifugation for 5 min. Absorbance at 260 nm was measured and 30 OD<sub>260</sub> units were treated with 600 Units of RNase I (Life Tech, Ambion) for 1 h at room temperature. The lysates were loaded on top of 10-50% sucrose gradient, prepared in the lysis buffer with no Triton. Ultracentrifugation in SW-41 Ti rotor for 3 h at 35000 rpm and 4 °C separated large ribosomal complexes from other cellular components. We used Brandel piercing system coupled with Biorad UV absorbance detector to collect monosome-containing fractions of sucrose gradients. Experiment with edeine was conducted similarly, with 2.5 µg/µl edeine in lysis buffer and sucrose buffers. Edeine was received from NCI repository (CAS

27656-72-0). Experiment with aurintricarboxylic acid (ATCA) was done slightly different: it cannot be added to the sucrose gradient buffers because of absorption at 254 nm. It also inhibits RNase digestion. Therefore, yeast cells were lysed in a buffer with the addition of 0.2 mM aurintricarboxylic acid (Sigma) and then loaded onto a sucrose gradient with no ATCA. Polysomal and monosomal fractions were collected together; the buffer was substituted by the regular lysis buffer with no ATCA. After that, digestion by RNase I was conducted as described above.

*Isolation of a small ribosomal subunit.* Frozen cell paste was cryogenically grinded as described above. Lysis was performed in 20 mM Tris-HCl pH 8.0, 500 mM KCl, 2.0 mM MgCl<sub>2</sub>, 1% Triton-X100, 1 mM puromycin and 40 U/ml Suprase-In. Lysate was incubated for 1 h at 37°C and then loaded on top of a 10-50% sucrose gradient in HiSalt Buffer (20 mM Tris-HCl, pH 7.5, 500 mM KCl, 5 mM MgCl). The peak corresponding to the small subunit was collected and footprints recovered as described below.

*Footprint extraction.* Sucrose fractions were concentrated with 100 kDa Amicon filter units (Millipore) to the volume of about 50-100 µl. The flow-through fraction was discarded. The volume of retentate was brought to 500 µl with release buffer (20 mM Tris-HCl pH 7.0, 6 mM EDTA, 40 U/ml Suprase-In from Ambion) followed by 5 min incubation on ice. Samples were centrifuged for 5 min at 12,000 g and the flow-through fraction was collected this time. RNA footprints were purified by a single round of acid phenol chlorophorm extraction with subsequent RNA precipitation. Footprints from 40S fractions were isolated slightly different. After concentration with 100 kDa Amicon filter, the sample was diluted to 500 µl final volume with 20 mM Tris-HCl pH 8.0, 140mM KCl, 5.0 mM MgCl<sub>2</sub>. Solution was treated with 250 U of RNase I per 50 U of A<sub>280</sub> for 15 min at room temperature, then spinned down on the same filter,

washed once with 20 mM Tris-HCl pH 8.0, 140mM KCl, 5.0 mM MgCl<sub>2</sub> and total RNA content was isolated from retentate by hot acid phenol chlorophorm.

*Precipitation of RNA and DNA.* The following components were added to the initial sample: 1/10 volume of ammonium acetate (Ambion), 5 µl of glycogen (5 mg/ml, Ambion) and 2.5 volumes of absolute ethanol. The mixture was incubated for 1 h at -20 °C, and nucleic acids were precipitated by a 15 min centrifugation at 20,000 g. This method was used to precipitate DNA and RNA after all enzymatic reactions.

*Sequencing library preparation.* Footprints were treated with T4 polynucleotide kinase (Thermo Scientific) for 1 h in 10 µl total reaction volume. RNA was loaded on a 15% TBE-Urea polyacrylamide gel (Invitrogen). The band corresponding to 25-32 nt was cut out of the gel, crushed with a disposable pestle (Kimble Chase), and RNA was eluted during a 3 h incubation at 37 °C in 0.3 ml of elution buffer (20 mM Tris-HCl pH 7.0, 2 mM EDTA, 1/10 volume of 3 M ammonium acetate, 40 U/ml Suprase-In). Gel particles were eliminated by a Corning Costar spin-X 0.22 µm column. RNA was precipitated. Because various libraries were prepared over extended period of times, adapter sequences, reverse transcription primers and PCR primers were different. We used two sets of primers. The first set was designed to attach 6 nucleotide barcode to the 5' end of a footprint before sequencing; another set used indexes, which were not a part of a read. Primer sequences are listed in Supplementary Table 1 under Set #1 and Set #2.

100 ng of 3' adapter per sample were ligated by T4 RNA ligase 2 truncated KQ or K227Q (New England Biolabs). Reaction products were precipitated and reverse transcription was set up as follows. RNA pellet was dissolved in 11.5 µl of water, 4 pmol of reverse transcription primer were added along with 1 µl of dNTP mix (10 mM each). The mixture was incubated for 5 min at 65 °C, then chilled on ice. 2 µl of DTT, 4 µl of First Strand Buffer (refer to manufacturer`s

protocols for composition) were added along with 0.5 µl of SuperScript II and 0.5 µl Suprase-In to the total volume of 20 µl. Reaction then continued for 30 min at 42 °C, 1 min at 65 °C, and 5 min at 80 °C. RNA was degraded in the presence of 80 mM NaOH at 95 °C for 30 min, then neutralized by the same amount of HCl. Reaction products were precipitated and run on 10% TBE-Urea polyacrylamide gel (Invitrogen), and the band corresponding to the transcriptase extended product was cut off. DNA was eluted as described above, precipitated and later used in CircLigase II reaction (20 µl total volume, according to manufacturer`s instructions, Epicentre). Products of ligation were used in the final PCR without additional precipitations or purifications. PCR was set up as follows: 10 pmol Reverse and Forward primers, 10 µl HF Buffer, 0.5 µl Phusion polymerase (New England Biolabs), 1-4 µl of ligation product, water up to 50 µl. PCR mix was subjected to 6-10 cycles of amplification (94 °C for 15 sec, 55 °C for 10 sec, 65 °C for 10 sec). Cycling was finalized for 2 min at 65 °C. PCR products were precipitated and run on 8% TBE polyacrylamide gel, and the band corresponding to the amplified products was cut off. DNA was eluted as described above, precipitated and sent for sequencing on an Illumina HiSeq 2000 platform.

*Footprint alignment.* Bowtie software v. 0.12.7 (1) was used to align footprints to *Saccharomyces cerevisiae* S288C genome, downloaded from SGD database with annotations. Custom Perl scripts were implemented to preprocess alignment files and plot ribosomal occupancy.

*Ribosomal occupancy distribution plot.* We selected all single exon genes longer than 1000 nucleotides expressed at rpk > 30. 

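The RPKM table holds 3355 genes longer than 1000 nt that are listed on a row of their own, without regard to introns, which were not checked here. A threshold of 30 RPKM, as in the main text, was exceeded by 720 to 1812 of them per library, with a median of 1144 over the 23 libraries. With reads per kilobase in place of RPKM, recovered from the depth of each library, 1694 to 3172 genes exceeded a threshold of 30, with a median of 2929. A threshold of 10 reads per kilobase was exceeded by a median of 3161 genes.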

The selection of these criteria allows accounting for ~2300 genes. The parameter could be set differently, for instance rpk > 10 – that would not change the conclusions. They were aligned by start codon and coverage at every nucleotide position of

every gene was averaged. The plot covers 1000 nucleotides within reading frame plus 50 nucleotides upstream of the start codon. The average coverage density of the last 300 nucleotides (within the selected thousand) was used to normalize ribosome occupancy so that each profile approached the value of 1.0. We used the entire footprint sequence to calculate the coverage, therefore the profile line appears smooth. Alternatively, only 5' or 3' ends of footprints could be used, then the profile would be more irregular.

*Aligning footprints to 5' UTR.* We used a list of 5' UTR coordinates from (2). Additionally, for each gene we added up to 50 nt upstream of the start codon if the record in (2) annotated a shorter sequence. An extra check was done to ensure the absence of overlaps between 5' UTR of a gene with a 3' end of an adjacently located gene.

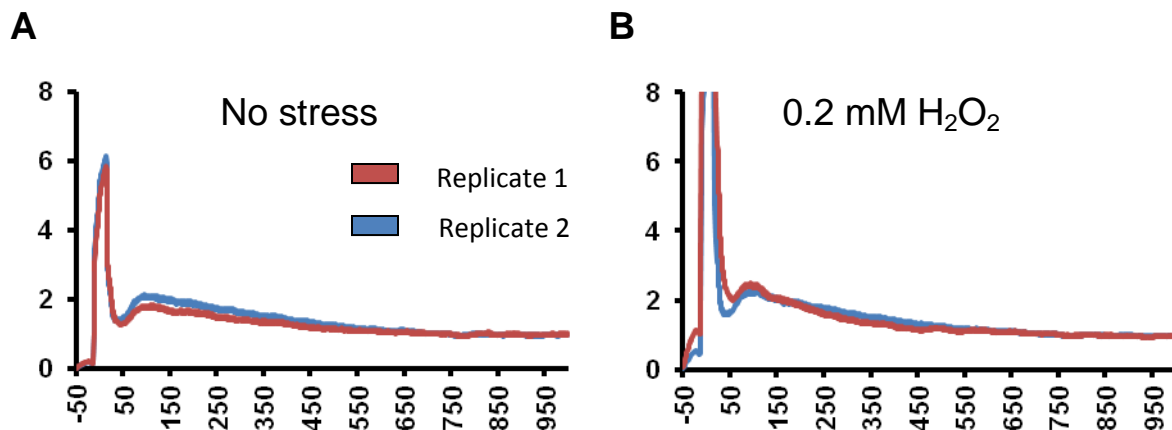

**Supplementary Figure S1.** Traces of ribosome occupancy for x100 concentration of cycloheximide were reproduced in two independent experiments. (A) No stress. (B) 0.2 mM hydrogen peroxide induced oxidative stress.

**Supplementary Table 1.** Sequences of primers and adapters used for library preparation.

| <b>Set #1</b>                                |                                                                                                            |
|----------------------------------------------|------------------------------------------------------------------------------------------------------------|
| <b>3' adapter</b>                            | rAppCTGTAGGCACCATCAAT/3ddC/                                                                                |
| <b>RT-primers<br/>(barcoded)</b>             | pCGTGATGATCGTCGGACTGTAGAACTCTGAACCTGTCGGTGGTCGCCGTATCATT/iSp18/<br>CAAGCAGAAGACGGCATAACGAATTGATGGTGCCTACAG |
|                                              | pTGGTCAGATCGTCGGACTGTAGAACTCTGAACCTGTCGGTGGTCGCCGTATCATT/iSp18/<br>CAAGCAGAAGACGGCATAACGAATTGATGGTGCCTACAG |
|                                              | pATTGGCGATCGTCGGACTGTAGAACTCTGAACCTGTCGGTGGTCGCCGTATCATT/iSp18/<br>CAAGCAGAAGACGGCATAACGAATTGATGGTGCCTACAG |
|                                              | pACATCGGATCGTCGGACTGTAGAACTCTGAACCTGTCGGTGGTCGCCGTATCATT/iSp18/<br>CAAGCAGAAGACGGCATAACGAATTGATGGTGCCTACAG |
|                                              | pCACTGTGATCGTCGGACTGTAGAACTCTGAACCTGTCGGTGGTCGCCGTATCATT/iSp18/<br>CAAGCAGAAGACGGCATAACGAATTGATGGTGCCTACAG |
|                                              | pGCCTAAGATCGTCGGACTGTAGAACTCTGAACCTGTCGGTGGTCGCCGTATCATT/iSp18/<br>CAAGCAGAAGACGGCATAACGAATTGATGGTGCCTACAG |
|                                              | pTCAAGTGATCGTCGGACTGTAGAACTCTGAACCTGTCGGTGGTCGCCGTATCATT/iSp18/<br>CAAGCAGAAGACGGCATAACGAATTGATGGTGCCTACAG |
|                                              | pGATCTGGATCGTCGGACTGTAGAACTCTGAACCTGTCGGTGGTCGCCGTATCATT/iSp18/<br>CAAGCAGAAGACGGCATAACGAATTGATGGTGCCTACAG |
|                                              | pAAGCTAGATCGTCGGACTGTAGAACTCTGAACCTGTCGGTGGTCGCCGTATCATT/iSp18/<br>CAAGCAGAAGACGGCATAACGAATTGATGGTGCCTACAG |
|                                              | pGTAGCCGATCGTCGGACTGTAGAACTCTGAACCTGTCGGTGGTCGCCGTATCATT/iSp18/<br>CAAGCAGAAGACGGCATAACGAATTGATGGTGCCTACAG |
|                                              | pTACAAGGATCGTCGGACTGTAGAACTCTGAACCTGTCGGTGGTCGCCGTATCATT/iSp18/<br>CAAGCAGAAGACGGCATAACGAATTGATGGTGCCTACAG |
|                                              | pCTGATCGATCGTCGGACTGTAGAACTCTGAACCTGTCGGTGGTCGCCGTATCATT/iSp18/<br>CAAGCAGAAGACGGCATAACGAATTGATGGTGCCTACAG |
| <b>PCR forward</b>                           | CAAGCAGAAGACGGCATAACGA                                                                                     |
| <b>PCR reverse</b>                           | AATGATACGGCGACCACCGA                                                                                       |
| <b>Set #2</b>                                |                                                                                                            |
| <b>3' adapter</b>                            | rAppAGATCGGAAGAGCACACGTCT/3ddC/                                                                            |
| <b>RT-primer</b>                             | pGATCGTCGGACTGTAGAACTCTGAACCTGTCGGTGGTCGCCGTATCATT/iSp18/GTGACT<br>GGAGTTCAGACGTGTGCTCTTCCGATCT            |
| <b>PCR forward</b>                           | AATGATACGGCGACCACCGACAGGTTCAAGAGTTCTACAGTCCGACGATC                                                         |
| <b>PCR reverse<br/>primers<br/>(indexed)</b> | CAAGCAGAAGACGGCATAACGAGAT <u>CGTGAT</u> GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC<br>T                             |
|                                              | CAAGCAGAAGACGGCATAACGAGAT <u>ACATCG</u> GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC<br>T                             |
|                                              | CAAGCAGAAGACGGCATAACGAGAT <u>GCCTAAG</u> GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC<br>T                            |
|                                              | CAAGCAGAAGACGGCATAACGAGAT <u>TGGTCA</u> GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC<br>T                             |
|                                              | CAAGCAGAAGACGGCATAACGAGAT <u>CACTGT</u> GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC<br>T                             |
|                                              | CAAGCAGAAGACGGCATAACGAGAT <u>ATTGGC</u> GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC<br>T                             |
|                                              | CAAGCAGAAGACGGCATAACGAGAT <u>GATCTG</u> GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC<br>T                             |
|                                              | CAAGCAGAAGACGGCATAACGAGAT <u>TCAAGT</u> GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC<br>T                             |
|                                              | CAAGCAGAAGACGGCATAACGAGAT <u>CTGATC</u> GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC                                  |

|  |                                                                           |
|--|---------------------------------------------------------------------------|
|  | T                                                                         |
|  | CAAGCAGAAGACGGCATAACGAGAT <u>AAGCTA</u> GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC |
|  | T                                                                         |
|  | CAAGCAGAAGACGGCATAACGAGAT <u>AAGCTA</u> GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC |
|  | T                                                                         |
|  | CAAGCAGAAGACGGCATAACGAGAT <u>TACAAG</u> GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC |
|  | T                                                                         |

## References

1. Langmead, B., Trapnell, C., Pop, M. and Salzberg, S.L. (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol*, **10**, R25.
2. Nagalakshmi, U., Wang, Z., Waern, K., Shou, C., Raha, D., Gerstein, M. and Snyder, M. (2008) The transcriptional landscape of the yeast genome defined by RNA sequencing. *Science*, **320**, 1344-1349.

How the deposited data were processed for this re-analysis (not part of the article)

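Ribosome footprints of yeast strain BY4741 were available as 23 libraries of 80S ribosomes in 21 conditions: unstressed cells and cells under oxidative stress without cycloheximide and at 6 doses of it, heat-shocked cells with and without the drug, 3 libraries of the amino acid starvation experiment, and unstressed cells lysed with edeine or aurintricarboxylic acid. The x100 dose had 2 libraries per stress and every other condition had 1. The sample of 40S subunits has no column in the tables and was not analysed here. The primer sets given for the libraries, 12 with set 1 and 11 with set 2, were taken as the batches.

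The authors aligned the footprints to the S288C genome with Bowtie v. 0.12.7 and processed the alignments with their own Perl code. The RPKM values were computed by the authors per library as reads per kilobase and per 10 to the power of 6 reads. Which reads are counted in that total, the counted part of each reading frame and the treatment of reads that align more than once are not stated. The occupancy profiles hold the average footprint coverage over single-exon genes longer than 1000 nt, aligned at the start codon and divided by the authors by its mean over the last 300 nt. The deposited RPKM table has 5564 lines, of which 5448 hold 1 locus tag, 5446 of these matched to the reference, and 116 join several locus tags counted together, as for the paralogs TEF1 and TEF2. No column of either table was left out.

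The depth of each library was recovered from the RPKM values. Multiplied by gene length, the low values of a library are whole multiples of 1 read once 96 to 102 nt are taken off each reading frame, with 95.5 to 98.4% of the low values within 0.1 of a whole read. The depth ranged from 1.92 to 27.8 M reads (M, 10 to the power of 6) over the 23 libraries, with a median of 6.91 M. The procedure was tested on simulated data, where it found the depth of 4 of 4 libraries within 2%. Confidence intervals of single genes are 95% Poisson intervals of the recovered reads and do not include variation between cultures.

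From each profile the start-codon peak (highest value from nt -20 to 30), the broad peak (mean from nt 31 to 200), the upstream occupancy (mean from nt -50 to -20), the area above 1 from nt 31 to 300 and the end of the residual slope (the position from nt 200 on where a running mean over 30 nt falls under 1.1) were taken, with the A of the start codon as nt 0. Single libraries were compared as ratios and set against 2 pooled SDs of the x100 replicates. Oxidative stress and unstressed cells were compared across 7 doses by an exact two-sided sign-flip permutation test, and relations with the dose by Pearson's r and Spearman's rho with exact two-sided permutation p-values adjusted by Benjamini-Hochberg.

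Genes were compared with limma on log2(RPKM + 1) over genes with a mean of at least 10 RPKM, with two-sided moderated tests and a threshold of 0.05 on the Benjamini-Hochberg adjusted p. The 3 comparisons were oxidative stress against unstressed with the dose as a block (16 libraries), the same at x100 alone (4 libraries), and the trend with the logarithm of the dose over 14 drug-treated libraries with stress and primer set as terms. In simulated data with 200 changed genes, changes of the larger size (log2 of 2, or 1 per 10-fold dose for the trend) were recovered in 100%, 95% and 100% of cases in this order, the smaller changes (log2 of 1, or 0.5 per 10-fold dose) in 96%, 70% and 100%, and 4.39%, 2.37% and 5.66% of the genes called were false. The genes named are those the paper names, the members of the lists, and for each comparison the 5 rising and 5 falling genes with the largest change among those past the threshold whose change had the same sign at every dose or in every pair of libraries. Lists of heat shock, peroxide response and amino acid synthesis genes (10 each) and of ribosomal protein genes were compared with 10000 random lists of the same size and expression level.

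The comparisons, the lists, the rule for naming genes and the alternatives were set before the data were examined, apart from the relation without the x100 dose and the tests said to be chosen afterwards. The alternatives were other windows, other normalizations of the profiles, other levels that end the slope, pseudocounts of 0.1 and 10, no filter or a filter at 30 RPKM, centring of each library on its median gene, other terms in the models, and leaving out doses or replicates. Calculations were done with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.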

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

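The comparisons by limma, the relation with the dose and the alternatives were set before the data were examined, except where said otherwise. All other tests in this part were chosen only after the result they weigh was seen.

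The ratio of the start-codon peak under oxidative stress to that of unstressed cells rose with the cycloheximide dose, with r of 0.943 over 6 doses (exact permutation p = 0.00833, adjusted 0.0333, higher under stress at 5 of the 6 doses). It was flagged because a ratio that changes with the dose would mean that the dose acted differently in stressed and unstressed cells. Spearman's rho, adjusted to p = 0.0667 by the same exact permutation, did not pass the threshold. The primer sets of the libraries differ at x1 and x8, and with the doses permuted only among those alike in this respect the exact permutation p was 0.0208 over 48 orders, which argues against primer set as the whole cause. With occupancy divided by its mean over the reading frame r was 0.968, which argues against the normalization to the end of the profile. The x100 libraries were handled differently, but over the 5 lower doses r was 0.984, an alternative added after the data were seen. The highest of these doses, x1 and x8, are those whose libraries differ in primer set. Over the 5 lower doses, dose and primer set thus cannot be told apart. Against the relation stands that r was 0.778 without oxidative stress x100 replicate 2, with an adjusted exact permutation p of 0.267. The relation over 6 doses thus rests on that library. Both parts of the ratio moved: between x1/64 and x100 the peak rose from 8.403 to 15.1 under oxidative stress and fell from 8.95 to 5.98 in unstressed cells. A start-codon peak whose relation with the dose differs between stressed and unstressed cells may lie behind the ratio, as a hypothesis found and tested on the same libraries. The DMSO used at x8 was not separately tested.

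GCN4 (YEL009C) had 4065 RPKM in SD medium without amino acids, a library for which the paper does not show this gene. The value was 109 times that in complete medium and 4.18 times that with histidine, methionine and leucine. The library is shallow, but its 5820 reads for GCN4 give a 95% Poisson interval of 3961 to 4171 RPKM, whose lower limit lies far above complete medium and argues against low depth. With each library centred on its median gene, the log2 change was 5.78 in place of 6.74, so scaling between libraries does not account for it. Both libraries had primer set 1. In the libraries of cells that were not starved, GCN4 had 17.8 to 216 RPKM, so that variation between cultures of this size does not reach the value. A candidate explanation, and the one the design gives, is the lack of amino acids, as a hypothesis from 1 library per condition. The other supplements of SD medium were left out as well, so their lack cannot be told apart from that of amino acids.

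Over all doses, limma called 3735 of 4352 genes different between oxidative stress and unstressed cells, 2742 higher and 993 lower, a comparison the paper does not report. The largest rises (log2) were 8.402 for SRX1 (SE 0.29, adjusted p = 7.91e-11), 8.30 for TSA2, 8.21 for OSI1, 8.17 for DDR2 and 7.79 for YDL218W, and the largest falls -4.21 for RRP5 (SE 0.23, adjusted p = 3.44e-09), -4.06 for HO, -4.06 for URA7, -4.01 for AAH1 and -4.01 for DBP2, each in the same direction at 7 of 7 doses. Only the real grouping, 1 of 100 splits of the 16 libraries, gave as many genes, and the largest count among the other splits was 3289. Of the genes the paper names, the lines that join paralogs changed by -0.87 (ENO1/ENO2), -2.03 (PMA2/PMA1) and -1.99 (TEF2/TEF1), RPL28 by -2.34, and GCN4 by 0.47 (adjusted p = 0.0777, not past the threshold). At x100 alone, 3073 of 4101 genes were called. The largest rises were 9.17 for DDR2, 8.35 for TSA2, 8.18 for OSI1, 8.15 for SRX1 and 8.06 for RGI1, and the largest falls -3.58 for DBP2, -3.53 for HO, -3.20 for FET4, -3.14 for TIR4 and -3.11 for TOS6, each in 4 of 4 pairs of libraries. The peroxide treatment is the explanation the design gives.

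Over the drug-treated libraries of both stresses, limma called 1040 of 4371 genes with a trend with the dose, 188 rising and 852 falling. The paper does not report it. The largest rises per 10-fold dose (log2) were 0.79 for CIS1 (SE 0.20, adjusted p = 0.0128), 0.55 for YHR050W-A, 0.53 for COX7, 0.52 for PBI2 and 0.49 for DMO1, and the largest falls -0.47 for YGL039W, -0.44 for ARO10, -0.44 for ROY1 (SE 0.043, adjusted p = 0.000378), -0.43 for IZH4 and -0.40 for HMX1 (adjusted p = 0.0462). Only the real order of the doses, 1 of 100 orders, gave as many genes. Across all 4371 genes, which are not independent replicates, the slopes of both stresses correlated with an r of 0.605. Unstressed libraries alone gave 0 genes past the threshold and 1033 at an unadjusted p under 0.05, and oxidative stress libraries alone 237 and 1298. A difference between these 2 groups was not tested. Without primer set in the model, 1208 genes were called and 893 of them were shared, which argues against primer set as the whole cause. The primer set term of the same fit itself called 908 genes. With each library centred on its median gene, 992 genes were called and 646 of them were shared. The drug dose, the handling that goes with x8 and x100, and scaling between libraries remain open.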

How the results depend on the processing

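Of 204 alternatives run on 43 summary results, 169 kept the direction and the side of the threshold or moved by less than the spread, 7 lost the threshold in the same direction, 28 moved further and 0 reversed. Among 408 alternatives run on 35 named genes, 379 were unchanged in this sense, 10 lost the threshold, 18 moved and 1 reversed. Where nothing else is said, the cause was not tested.

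Windows moved the ratio of the broad peak with x1 drug over that without it. It was 1.25 in unstressed cells, 1.55 under oxidative stress and 1.39 under heat shock over the last 100 nt of the window, and 1.41, 1.95 and 1.76 with the window extended to nt 300. With occupancy divided by its mean over the reading frame, these ratios were 1.35, 1.80 and 1.77, the start-codon ratio under oxidative stress was 4.67, the broad peak under heat shock over control was 1.049, and that without amino acids over complete medium 1.13. The start-codon peak across doses then had a mean log2 ratio of 0.52 (exact permutation p = 0.063). Of 71 ratios of single libraries under these alternatives, 3 fell on the other side of 2 SDs of the replicates measured in the same way: heat shock over control for the broad peak rose past it over the last 100 nt of the window (1.19) and to nt 300 (1.17), and the upstream occupancy with x1 drug in unstressed cells lost it with the mean over the reading frame (1.92). The shortest residual slope was nt 377 with a level of 1.2 and nt 621 with a level closer to 1.

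At the 5 doses whose libraries share a primer set, the mean log2 ratio across doses was 0.47 for the start-codon peak (exact permutation p = 0.188), 0.22 for the broad peak (exact permutation p = 0.063) and 1.26 for the upstream occupancy (exact permutation p = 0.063). Fewer doses cannot give a smaller p than 0.063, so these do not speak to stability. Over the 6 doses with drug the start-codon value was 0.77. The relation of the start-codon ratio with dose was 0.988 without the 2 farthest doses (exact permutation p = 0.0417 over 4 doses, adjusted 0.0833). The highest doses left, x1 and x8, are those whose libraries differ in primer set.

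Leaving out each x100 replicate in turn gave an r of 0.778 to 0.986 for the start-codon ratio against dose, the lowest without oxidative stress replicate 2. The other ranges were -0.315 to -0.243 for the broad peak against dose under oxidative stress, -0.681 to -0.592 in unstressed cells, 0.295 to 0.525 for the broad ratio against dose, and mean log2 ratios of 0.35 to 0.38 for the broad peak, 0.60 to 0.72 for the start-codon peak and 1.54 to 1.69 for the upstream occupancy. Genes called across doses ranged from 3677 to 3703, and with a trend from 902 to 994.

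With a mean of at least 30 RPKM, fewer genes were tested, and 2334 of 2669 genes were called across doses, 1923 of 2515 at x100 and 419 of 2675 for the trend, of which 2334, 1920 and 419 were shared with the genes called at 10 RPKM. Scaling decides the balance of directions. Centring each library on its median gene changed the share of rising genes across doses from 73.4% to 50.3% (1808 higher, 1788 lower), at x100 from 73.7% to 47.7% (1297 and 1420) and for the trend from 18.1% to 53.8% (534 and 458). Of the genes called after centring, 3038 of 3596, 2104 of 2717 and 646 of 992 were shared with those called without it. Scaling thus also bears on which genes are called. GCN4 across doses reversed to -0.055 (adjusted p = 0.843), and its adjusted p ranged from 0.0581 to 0.843 over its alternatives.

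Centring changed the medians of the lists to 3.79 for the peroxide list under oxidative stress, -2.81 for ribosomal protein genes there, 2.12 and 2.20 for amino acid synthesis genes without amino acids and with 3 added back, and -3.92 and -2.13 for ribosomal protein genes in the same order. With a pseudocount of 10, the peroxide list was 4.16, the heat shock list under heat shock 6.81, and GCN4 6.43 and 4.38 over complete medium without amino acids and with 3 added back. The heat shock list was 8.15 with a pseudocount of 0.1.

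The replicate numbers of the x100 libraries are shared between the stresses, and the sample labels hold no other link. The paper reports 2 independent experiments at x100, without saying whether each covered both stresses. With the replicate number in the replicate block, 3719 genes were called across doses and 3196 at x100. Deviations of replicate 1 from its group mean correlated between both stresses with an r of 0.436 across genes, which are not independent replicates, so that with 2 groups of 2 libraries the numbers may stand for parallel preparation without showing it. Of the named genes of the trend, CIS1, YHR050W-A, COX7, YGL039W and IZH4 lost the threshold without primer set in the model, and HMX1 in 5 alternatives. The 18 moved values of genes at x100 all came from leaving out a replicate. A start-codon window for the 40S sample was not run, as that sample was not analysed here. Depth limits single genes of the shallowest library, at 1.92 M reads, more than the profiles, which average many genes.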

Differences from the paper's values

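The paper gives about 2300 genes for the profiles. With the threshold of 30 RPKM of the main text, the median over the 23 libraries was 1144 genes longer than 1000 nt, without a filter on exons. With reads per kilobase, the criterion of the supplement, the median was 2929, which is within 1.5 times the paper's value. No other alternative set before the data were examined concerns this count.

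The paper states that high doses of the drug fully undo the larger occupancy under stress. The ratio of oxidative stress to unstressed at x100 was 1.19 for the broad peak, but 2.53 for the start-codon peak, against 1.92 at x1. Both pairings with oxidative stress x100 replicate 1 gave 1.77 and 1.86 for the start-codon peak, below the value at x1, and the x1 libraries differ in primer set, so that a further rise from x1 to x100 is not shown.

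The paper describes the x100 replicates as almost the same traces. Under oxidative stress the start-codon peaks of the replicates were 10.9 and 19.4. The peak of about 19 in Fig. 2E, read by eye, is near replicate 2, while the mean of both replicates was 15.1. In Fig. 3A the start-codon peak of complete medium is about 2.1 and that with histidine, methionine and leucine about 1.9, both read by eye, whereas the deposited columns give 1.92 and 2.09, the opposite order.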

Other observations

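Of the tests in this part, the peroxide response of the x100 replicates and the amino acid response of the unstressed libraries were chosen before their results were seen, and all others only after.

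The x100 replicates under oxidative stress differed in the start-codon peak, with the lower value in replicate 1. A weaker peroxide response in replicate 1 may be a reason, but its tests went both ways. Over unstressed x100 cells the peroxide list rose by 3.68 in replicate 1 and 4.16 in replicate 2, while ribosomal protein genes changed by -2.34 and -2.05, so that replicate 1 minus replicate 2 was -0.29 for the latter. A weaker response and other differences between the cultures cannot be told apart with 2 libraries.

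GCN4 differed between unstressed libraries, with 31.7 to 56.8 RPKM in 5 libraries of primer set 1 (median 41.4) and 112 to 140 RPKM in 3 libraries of primer set 2 (median 113). If primer set alone were the cause, the libraries under oxidative stress would part in the same way, but their medians were 79.6 RPKM with set 1 (3 libraries) and 85.9 RPKM with set 2 (5 libraries). The amino acid synthesis list did not rise in the unstressed x1/64 and x100 libraries, with medians of -0.58, -0.10 and -0.073 over the drug-free library, which argues against an amino acid response. No biological explanation beyond this was tested.

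The trend with dose depended on gene length. The median slope per 10-fold dose (log2) was 0.0487 for 381 genes under 450 nt, with 61 rising and 18 falling past the threshold, and -0.0557 for 2122 genes over 1200 nt, with 39 rising and 500 falling. The difference was 0.104, and 0.105 after all libraries were thinned to the depth of the shallowest, which argues against depth. The slope predicted from the shape of the profiles was -0.0352, in the opposite direction. Against long genes of the same expression level the difference was 0.0574, with 249 of 381 short genes higher, so that level is not the whole cause. Other effects of gene length, and of the drug, stay open.

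The RPKM table accounts for fewer of the reads behind its denominator when the drug was present: 73.3 ± 2.13% (SD) in 8 drug-free conditions and 63.0 ± 3.92% (SD) in 13 drug-treated conditions (exact permutation test, two-sided, p = 4.91e-06). A candidate explanation is that footprints near the start codon lie outside the counted part of the reading frame. Shares predicted from the profiles on this basis missed the observed ones by a median of 2.21 percentage points, against a median drop of 8.90 in 15 libraries, and by at most 4.98. In the unstressed x100 replicates, where the drops were only 3.06 and 2.89, the errors were -2.21 and -2.74. A clearly larger fall was thus predicted there than was seen. Errors of the other libraries went in both directions. Within 1 stress, across the 6 doses with drug, no relation of the counted share with the share of the profile near the start codon was detected, with r of -0.667 (exact permutation p = 0.165, adjusted 0.165) and rho of -0.6 (p = 0.242) in unstressed cells and r of -0.659 (exact permutation p = 0.149, adjusted 0.165) and rho of -0.657 (p = 0.175) under oxidative stress, and without the 2 doses farthest from the median of the share near the start codon r was -0.0392 and -0.843.

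Ribosomal protein genes fell under oxidative stress at every dose, and further at x1/16 to x8 than without drug. Their median log2 ratio to unstressed cells was -2.14 without drug, -1.90 at x1/64, -3.11 at x1/16, -3.12 at x1/4, -2.62 at x1, -2.88 at x8 and -2.20 at x100. The mean of x1/16 to x8 lay -0.84 from the drug-free value, with 89 of 90 genes lower, against -0.31 for all genes. At x1/16 and x1/4, which share a primer set with the drug-free pair, it was -1.03, which argues against primer set. The 10 nearest other genes by level and length changed by -0.45, so that these explain part at most. Relative to the median gene, their ratio was -3.63 at x1/16, -3.56 at x1/4, -3.08 at x1 and -3.25 at x8, against -2.86 without drug. The spread of a list median was 0.181. Scaling between libraries thus does not account for the further falls at x1/16 and x1/4. The further fall at x1 was within 2 such spreads and that at x8 barely beyond them, so scaling stays open there. A larger effect of the drug on these genes under stress may be involved, as a hypothesis from 1 library per dose.

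The lists also changed outside the condition they stand for. Over the drug-free control, the heat shock list rose by 4.43 under oxidative stress and the peroxide list by 1.39 under heat shock, where ribosomal protein genes fell by 3.67. The amino acid synthesis list changed by 0.48 under oxidative stress and by -0.49 under heat shock. Over complete medium, the peroxide list rose by 0.37 without amino acids and by 1.40 with 3 added back, and ribosomal protein genes fell by 2.97 without amino acids and fell by 1.65 with 3 added back. The median of all genes shifted by 0.72 under oxidative stress, -0.03 under heat shock, 0.97 without amino acids and 0.56 with 3 added back.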
